A study of Mus musculus with 6 samples. Its data were reported in "Protein recoding by ADAR1-mediated RNA editing is not essential for normal development and homeostasis" (2017).

How the data were processed

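RNA sequencing was performed on whole brain of 12-week-old mice. Each of 2 genotypes had 3 libraries. Both genotypes lacked *Ifih1*, which encodes the double-stranded RNA sensor MDA5. The *Adar1* E861A genotype was homozygous for a point mutation that removes the RNA editing activity of ADAR1, and the other genotype was wild type for *Adar1*. The gene is listed under the symbol *Adar*.

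The authors aligned reads to the mouse NCBIM37 (mm9) genome with STAR and deposited raw counts per gene, with 1 column per library and replicates not pooled. The version of the aligner and the strand column taken from its gene counts were not stated, so antisense and overlapping genes are uncertain. A comparison of 66 genes that lie within exons of a gene on the opposite strand found 61 without a count, an outcome that both stranded counting and the removal of ambiguous reads would give. All 37310 gene identifiers of the count table were found in GENCODE vM1, the source of the coordinates given here. The table held 0 summary rows. The authors also deposited CPM values scaled to the total over the retained genes, and these matched the deposited counts for all 13891 retained genes. Both CPM tables were identical. The authors' deposited table further gave a log2 fold change, an average log2 CPM and a false discovery rate (adjusted p-value) per gene from edgeR. The retained genes were those with a CPM of at least 2 in any 3 of the 6 libraries; 242 of them did not reach this level in 3 of 3 libraries of either genotype. No column was left unassigned to a library.

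Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a CPM of at least 2 in 3 of 3 libraries of either genotype were tested, which left 13649 genes. Libraries were scaled by TMM, with factors from 0.985 to 1.02, and genotypes were compared with the quasi-likelihood test at its default settings, without covariates. P-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p-value under 0.05 are referred to as called. A second threshold required an absolute log2 fold change above 1. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic. CPM values given per gene are TMM-scaled. Transcripts that failed the CPM filter were read from a fit of all 29282 genes with a count in at least 1 library. In that fit the prior degrees of freedom were infinite, so a gene's own spread did not enter its test, and values from edgeR's filterByExpr filter (19366 genes, chosen for this use after the data were seen) are given beside it. Exact permutation tests of 3 against 3 libraries were two-sided and cannot give a p-value below 0.1. A group whose libraries all held 3 counts or fewer was treated as being at the floor, and folds against it were computed from 3 counts per library as lower bounds. Floors cover counting error only, since no molecular identifiers were used.

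Gene lists were tested with fry in limma 3.58.1. The lists were written from general knowledge, but after the publication, its heatmap of changed genes and the first rows of a published comparison of these libraries had been read, so they were not chosen blind to the result. They comprised an interferon-stimulated list, markers of microglia, astrocytes, reactive astrocytes, oligodendrocytes, neurons, endothelium, choroid plexus, blood, pituitary and lymphocytes, other nucleic acid sensors, and the editing, qRT-PCR and serum panel genes. Of the 15 lists, 12 had more than 1 tested gene, and p-values were adjusted over these 12. In all, 4 listed symbols had no match. Clustering along chromosomes was tested with a one-sided permutation test on pairs of called genes within 5 Mb, against 10000 random draws of tested genes, with the interferon-stimulated list left out. This test was planned after those published rows had been read, and they included genes of the chromosome 9 window described in the results.

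The design, the gene lists, the alternatives and the rule for naming genes were fixed before the data were examined, with the published rows named above already read. Genes are named where they belong to the editing, qRT-PCR or serum panel sets, where they are among the 5 largest rises or 5 largest falls past both thresholds without overlap between genotypes, or where they have 1 of the 5 smallest adjusted p-values. Alternatives comprised other tests (likelihood ratio, exact, DESeq2 1.42.0, limma-voom), quasi-likelihood options, scaling factors, count filters, thinning to the lowest library total, offsets from a loess on GC content (span 0.3), the replicate number as a block, and the omission of each library.

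Replicate numbers were shared between genotypes in the sample titles. Deviations from the genotype means correlated across genes with r of 0.221, 0.329 and 0.112 for libraries with the same number. For libraries with different numbers r ran from -0.255 to 0.052. Deviations from a mean cancel within a genotype, so these values depend on each other and do not establish a pairing. The numbers were nevertheless treated as pairing the libraries. What a shared number means was not stated. Blocked values are given where they changed a call or moved a count by more than 1.5 times.

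The procedure was tested on simulated data for 13649 genes with the means, totals and dispersions of these libraries. Of 200 genes given log2 changes of 0.5, 1 or 2 in size, 97.0% were called, and 7.62% of the calls were unchanged genes. A simulation without changes gave 0 calls and 631 genes with an unadjusted p under 0.05. A list given a log2 change of 0.5 returned a median of 0.48 and a fry adjusted p of 1.88e-06, against 0.84 for the same list without a change. Genes were simulated independently, so the list lacked any correlation between its genes. These values therefore do not show how fry performs on correlated genes. Genes placed together on 1 chromosome gave a clustering permutation p of 0.001, the smallest that simulation's draws can give, and scattered genes gave 0.41.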

Results

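The transcriptome of whole adult brain was measured in *Adar1* E861A and *Adar1* wild-type mice, both on an *Ifih1*-/- background, with 3 libraries per genotype. The comparison addressed whether loss of ADAR1 editing alters gene expression in adult brain when MDA5 is absent. The *Adar1* E861A libraries held 28870314, 36285305 and 26853488 counts for replicates 1 to 3. The wild-type libraries held 36176189, 38076753 and 35702138 counts. Mean depth was 30669702 ± 4966703 counts (SD, n = 3) and 36651693 ± 1256693 counts (SD, n = 3). The ranges overlapped (exact two-sided permutation test without pairing, p = 0.3), but the *Adar1* E861A library was the less deep in 3 of 3 same-numbered pairs. Mitochondrial genes took 11.025% to 13.793% of counts per library. The first principal component accounted for 38.8% of the variance and the next for 24.2%.

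The targeted genes were examined first. *Adar* (ENSMUSG00000027951; chromosome 3, 89518944 to 89557368) was present at 161 ± 7.38 CPM (SD, n = 3) in *Adar1* E861A brain and 151 ± 31.6 CPM (SD, n = 3) in wild type. This was a log2 fold change of 0.10 ± 0.11 (SE) with an adjusted p of 0.822. The direction rested on wild-type replicate 1, without which the log2 fold change was -0.06. *Adarb1* (ENSMUSG00000020262; chromosome 10) changed by -0.03 ± 0.04 and *Adarb2* (ENSMUSG00000052551; chromosome 13) by 0.11 ± 0.06 on the log2 scale, with adjusted p of 0.861 and 0.633. *Ifih1* (ENSMUSG00000026896; chromosome 2, 62433850 to 62484312), disrupted in both genotypes, retained 38 to 56 counts per library. Its log2 fold change was 0.35 ± 0.21 in the fit of all counted genes, with an adjusted p of 0.754. Exact two-sided permutation tests gave p of 0.8 for *Adar*, 0.3 for *Adarb1*, 0.2 for *Adarb2* and 0.1 for *Ifih1*, the last being the smallest p the design allows. A point mutation does not alter a gene count, so the *Adar1* labels were not tested by these values.

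Of 13649 genes tested, 69 were called by edgeR's quasi-likelihood test, of which 56 were higher and 13 lower in *Adar1* E861A brain. Over all tested genes, 14.2% did not overlap between genotypes, where chance gives 10%. The genotypes did not overlap for any of the 69 called genes, which are selected for separation. The fit of all counted genes moved the count most, to 376 calls, 218 higher and 158 lower. With the replicate number as a block, 158 genes were called, 103 higher and 55 lower, including all 69. The share of calls that were higher was 81.2% without the block and 65.2% with it. Adding an absolute log2 fold change above 1 left 29 genes, 24 higher and 5 lower, and the same 29 genes passed with the block. Without *Adar1* E861A replicate 3, 42 genes were called, and without replicate 2 of that genotype, 113. Without wild-type replicate 2, 108 were called. The authors' deposited table listed 124 genes at this threshold, and these included all 69.

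**Figure D1:**
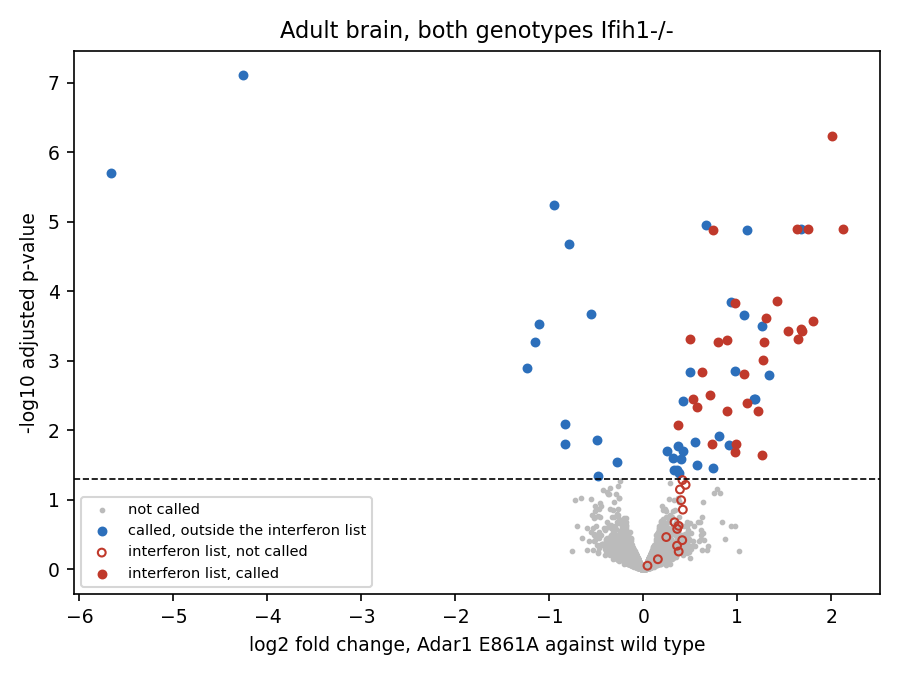
Each point is 1 of the 13649 tested genes, with its log2 fold change on the x axis and its -log10 adjusted p-value on the y axis; the dashed line marks an adjusted p of 0.05, and colours mark the interferon-stimulated list and called genes. All 45 tested genes of that list lie to the right of 0, and 31 lie above the line.

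The 5 largest rises past both thresholds were in *Iigp1*, *Ifit1*, *Usp18*, *Oasl2* and *Bst2*. *Iigp1* (ENSMUSG00000054072; chromosome 18, 60535683 to 60552281) rose from 1.02 ± 0.17 to 4.46 ± 0.60 CPM (SD, n = 3), a log2 fold change of 2.13 ± 0.17 (adjusted p 1.27e-05). *Ifit1* (ENSMUSG00000034459; chromosome 19, 34715361 to 34724499) rose from 2.38 ± 0.28 to 9.53 ± 0.17 CPM (SD, n = 3), a log2 fold change of 2.00 ± 0.11 (adjusted p 5.87e-07). *Usp18* (ENSMUSG00000030107; chromosome 6, 121195924 to 121220934) changed by 1.80 ± 0.20, *Oasl2* (ENSMUSG00000029561; chromosome 5, 115346943 to 115362243) by 1.75 ± 0.14 and *Bst2* (ENSMUSG00000046718; chromosome 8, 74058163 to 74061336) by 1.68 ± 0.19. Their adjusted p were 0.000273, 1.27e-05 and 0.000373. *Iigp1*, *Ifit1* and *Oasl2* belong to families with similar members, so which reads were counted for each is uncertain.

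The 5 genes that fell past both thresholds were *Trim43b*, *Gm11868*, *4930429F24Rik*, *Gm13456* and *Sycp1*. *Trim43b* (ENSMUSG00000079162; chromosome 9, 88979462 to 88987673) had 2, 0 and 2 counts in *Adar1* E861A libraries and 85, 97 and 82 in wild type, so it was at least 24.1-fold lower (adjusted p 2.02e-06). The pseudogene *Gm11868* (ENSMUSG00000050550; chromosome 4, 18771349 to 18772928) fell from 5.29 ± 0.37 to 0.27 ± 0.08 CPM (SD, n = 3), with a log2 fold change of -4.26 ± 0.20 and the smallest adjusted p of the fit, 7.88e-08. The lincRNA *4930429F24Rik* (ENSMUSG00000086918; chromosome 9, 79641448 to 79651042) changed by -1.24 ± 0.16, the pseudogene *Gm13456* (ENSMUSG00000082536; chromosome 2, 40411272 to 40412636) by -1.15 ± 0.14 and *Sycp1* (ENSMUSG00000027855; chromosome 3, 102622422 to 102740023) by -1.11 ± 0.12. Their adjusted p were 0.00127, 0.000538 and 0.000298. *Sycp1* is on the same chromosome as *Adar* (chromosome 3, 89518944 to 89557368), so linkage to the mutated locus was not excluded for its fall. Counts of *Trim43b* and of both pseudogenes are uncertain, since near-identical copies could affect which reads were counted. *Filip1* (ENSMUSG00000034898; chromosome 9, 79662858 to 79825611) and *Cyb5r4* (ENSMUSG00000032872; chromosome 9, 86916849 to 86972609) were also among the 5 smallest adjusted p. *Filip1* fell from 25.4 ± 1.24 to 13.2 ± 0.69 CPM (SD, n = 3), a log2 fold change of -0.95 ± 0.07 (adjusted p 5.73e-06). *Cyb5r4* rose from 27.9 ± 0.24 to 44.3 ± 1.48 CPM (SD, n = 3), a log2 fold change of 0.67 ± 0.05 (adjusted p 1.14e-05).

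*Ifi44*, *Ccl2*, *Rsad2* and *Cxcl10* had also been chosen for qRT-PCR in the same tissue. Of these 4 transcripts, 3 were called. *Rsad2* (ENSMUSG00000020641; chromosome 12, 27127618 to 27141317) rose from 1.61 ± 0.17 to 4.004 ± 0.345 CPM (SD, n = 3), a log2 fold change of 1.31 ± 0.14 (adjusted p 0.000245). The other three failed the CPM filter. *Ifi44* (ENSMUSG00000028037; chromosome 3) had 57, 101 and 102 counts in *Adar1* E861A libraries and 20, 13 and 12 in wild type. Its adjusted p was 1.34e-31 in the fit of all counted genes and 2.77e-05 with filterByExpr, where the log2 fold change was 2.78 ± 0.28. *Cxcl10* (ENSMUSG00000034855; chromosome 5) had 24, 17 and 20 counts against 1, 0 and 1, at least 8.31-fold higher, with adjusted p of 1.86e-12 and 0.000155 in the same fits. *Ccl2* (ENSMUSG00000035385; chromosome 11) had 1, 5 and 3 counts against 3, 0 and 1, and was not called (adjusted p 0.836).

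**Figure D2:**
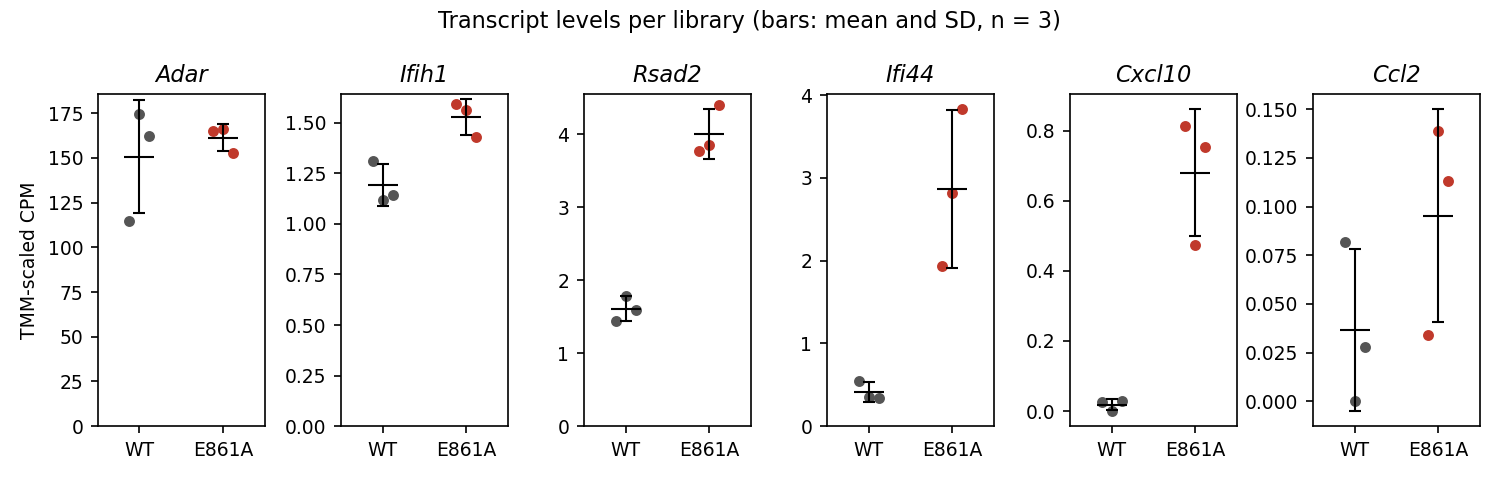
TMM-scaled CPM (y axes, each gene on its own scale) of 6 transcripts in each library by genotype (x axes); points are libraries and bars show the mean and SD (n = 3). *Rsad2*, *Ifi44*, *Cxcl10* and *Ifih1*, the last of which was not called, do not overlap between genotypes, whereas *Adar* and *Ccl2* do.

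Transcripts for the 8 proteins measured in serum were scarce in brain. *Cxcl10* alone was called among them. *Ifng* and *Ifnb1* had 0 counts in all 6 libraries, which allows up to 0.112 CPM in the library with the fewest counts. *Tnf* had 0 to 2 counts and *Il10* 0 to 1 count per library. *Ccl11* had 3, 6 and 1 counts in *Adar1* E861A libraries and 0, 1 and 2 in wild type, and *Cxcl1* had 1, 0 and 5 against 1, 2 and 1. A rise from the floor of the size seen for *Cxcl10* (24, 17 and 20 counts against 1, 0 and 1) was detectable at this depth. Smaller differences in the other transcripts could have been missed.

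The interferon-stimulated list was tested as a set. Of its 67 genes, 65 were matched and 45 tested. All 45 were higher in *Adar1* E861A brain, with a median log2 fold change of 0.80, and the list differed between genotypes by fry (adjusted p 0.00549). Of these genes, 31 were called over all genes tested and 42 were called when adjusted over the list alone. The call held under camera with an estimated correlation (adjusted p 0.00883). With the replicate number as a block the median was 0.79 and the adjusted p 0.146, in a fit with 2 residual degrees of freedom against 4 without the block. In that fit 35 list genes were called over all genes tested and 43 when adjusted over the list alone. The list result is not independent of what had been published from these libraries, since the deposited comparison includes all 31 called list genes. Without 19 list genes shown by name in the publication, 28 tested genes had a median of 0.43 (adjusted p 0.0120), and 14 of the 28 were called and so belong to that comparison too. Relative to the wild-type mean, the list's mean log2 level was 0.75, 0.89 and 1.01 in *Adar1* E861A replicates 1 to 3 and 0.04, 0.01 and -0.05 in wild-type replicates 1 to 3.

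Called genes outside the interferon-stimulated list were tested for clustering along chromosomes. The 38 such genes formed 17 pairs within 5 Mb, against a mean of 3.81 in 10000 random draws (one-sided permutation test, p = 2e-04). A window on chromosome 9 held 8 of them, 3 higher and 5 lower. The 38 genes also included *Ifit3b*, *Gbp9* and *Trim30d*, from families with members on the list. They cannot be taken as unrelated to the interferon-stimulated list.

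**Figure D3:**
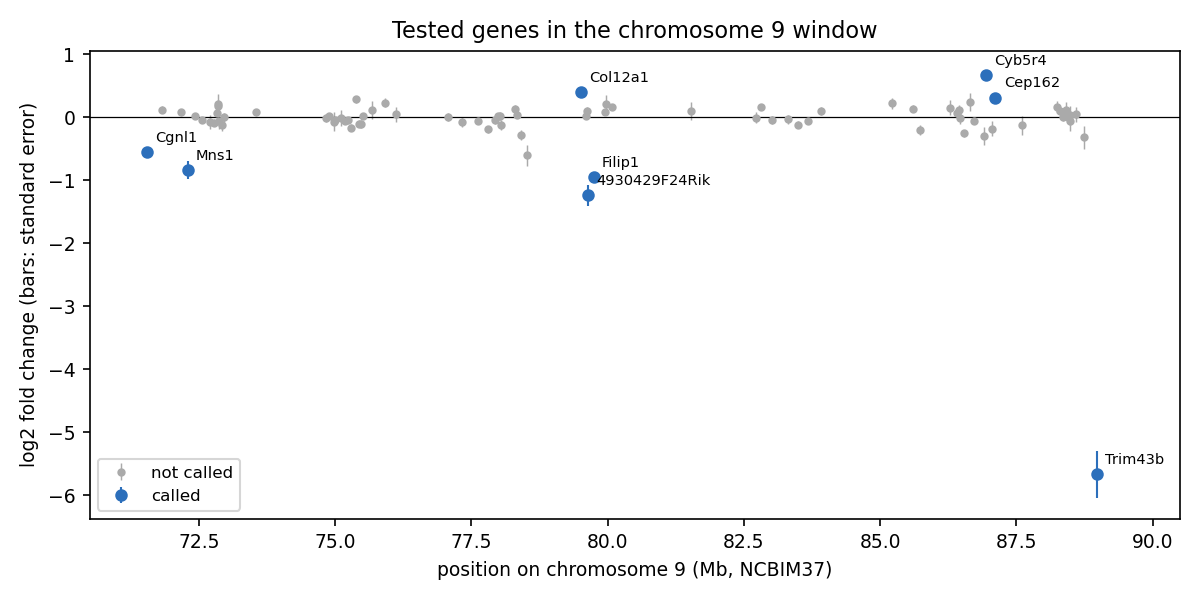
Log2 fold change (y axis, bars show the standard error) of the 83 tested genes by position in Mb on chromosome 9 of NCBIM37 (x axis), with called genes in blue. The 8 called genes lie on both sides of 0, and the fitted value of *Trim43b* is not a bound, since its *Adar1* E861A libraries were at the floor.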

Values the study reported

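For adult brain, the study reported that 13,891 genes passed its expression filter. Of these, the study reported 124 with a false discovery rate under 0.05. Among the genes under that rate, the study counted 24 higher and 5 lower with an absolute log2 fold change above 1, 29 in all.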

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

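The tests in this part were chosen after the results were seen.

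A signal was present among genes that the CPM filter removed. With filterByExpr, 28 such genes were called, 26 higher and 2 lower in *Adar1* E861A brain, and 9 of them belonged to the interferon-stimulated list. The unlisted genes included *H2-Q6*, *H2-Q7* and *Ifi27l2a*, from families with members on the list. The 9 is therefore a count of listed genes only. The genotypes did not overlap for 28 of the 28, where chance gives 10%, but called genes are selected for separation, so a part played by a single high library was not excluded. The fit of all counted genes called 105 genes under the filter, but it ignored each gene's own spread. Whether low counts or family members with similar sequence account for some of these calls was not tested.

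Pituitary hormone transcripts were high in 1 library. *Gh*, chosen after its values were seen, had 8416 counts in *Adar1* E861A replicate 1, against 47 and 0 in the other mutant libraries and 0, 25 and 1 in wild type. *Prl* had 3274 counts there and at most 12 elsewhere, and *Pomc* 836 against at most 43. Of the 6 pituitary list genes, 4 exceeded the highest other library by more than 5 times, as pituitary tissue in the dissection would give. An effect of the *Adar1* genotype would raise these genes in each mutant library, whereas 0 of the 6 had all 3 *Adar1* E861A libraries above the controls. Pituitary tissue in this sample may therefore be the source, as a hypothesis. These genes failed the CPM filter. Without this library, 65 genes were called and the interferon-stimulated list kept its direction with a median log2 fold change of 0.92.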

How the results depend on the processing

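The 69 calls were contained in full in those of the likelihood ratio test (139 genes, 90 higher and 49 lower), the exact test (137), filterByExpr (110), no filter (376) and the replicate block (158). In the fit without a filter a gene's own spread did not enter, so single libraries can give calls. A CPM of at least 2 in all 6 libraries left 42 calls, 9 of them above an absolute log2 fold change of 1, because it removes genes low in 1 genotype. For the other counts that moved, the cause was not tested. The count above 1 became 56 with filterByExpr and 121 without a filter. Omission of each library gave from 42 to 113 calls, and from 25 to 36 above 1. The legacy quasi-likelihood setting is the installed default and moved nothing.

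Chosen after seeing the data, GC offsets with the replicate block gave 105 calls. A likelihood ratio test with separately estimated tagwise dispersions, on genes with a CPM of at least 2 in any 3 libraries, gave 124 calls. The quasi-likelihood test on those same genes gave 69, so the test and its dispersions moved the count and this filter did not. The 124 were the same genes as those listed in the deposited comparison.

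The interferon-stimulated list kept its direction in each fit. Its adjusted p rose above 0.05 only under the replicate block (median 0.79, adjusted p 0.146) and GC offsets with the block (median 0.74, adjusted p 0.165). In the other fry fits the adjusted p ran from 0.0019 to 0.0471, the highest without wild-type replicate 2.

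The count of marker lists past the threshold was 1 (other sensors). It was 0 under GC offsets, the replicate block, both together and camera with an estimated correlation, and 5 under camera with a preset correlation, and from 0 to 1 when each library was omitted. Under the block the other sensors list had an adjusted p of 0.188. The block changed no other call among the named genes and lists. Directions of lists near 0 changed. Microglia markers were lower by fry without a filter although their median was 0.0052, and over the omissions the median ran from -0.0289 to 0.0498. Reactive astrocytes gave 0.0103 under GC offsets, 0.008 with the block added, and -0.0542 to 0.0363 over the omissions, and oligodendrocytes -0.0821 to 0.0155. *Adar* ranged from -0.061 to 0.219 and *Cxcl1* from -1.08 to 1.45. Among the marker lists, 5 results became stronger, 4 under camera with a preset correlation and the neuron list without *Adar1* E861A replicate 2. The 9 that became weaker were all of the other sensors list. The excess of near pairs among called genes held with windows of 2 and 10 Mb and with the interferon-stimulated list kept in. It also held with tandem families, recognised by symbol alone, counted once, at an adjusted p under 0.01 and under the replicate block. The permutation p ran from 1e-04, the smallest these tests can give, to 0.0012. Under the block, 123 genes formed 71 pairs against a random mean of 40.6. Relative to that mean, the excess was smaller than without the block, where 38 genes formed 17 pairs against 3.81. Calls of the genes named by the rule fixed in advance held in each of the 6 omissions, which were not examined for the other genes named on chromosome 9.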

Other observations

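In this part, the gene lists, the clustering test with its variants and the alternatives listed with the design had been fixed before the data were examined. The published rows named there had already been read. The test of uncalled genes on chromosome 9 was specified before its result was seen. The other tests, including GC offsets with the replicate block, were chosen after.

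The number of called genes here was 69. That is lower than the value quoted from the study above.

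The 10 splits of the 6 libraries into 3 against 3 were each put through the whole procedure. For the calls, the calls above an absolute log2 fold change of 1, the interferon-stimulated list median, the marker lists and the near pairs of called genes, 1 of the 10 splits, the real one, gave as large a result. The 9 other splits gave 0 calls each. Their calls above 1 and their near pairs could therefore only be 0, and these 2 comparisons add nothing to that of the calls. The 9 splits had 194 to 1611 genes at an unadjusted p under 0.05. At that unadjusted threshold the real split gave 1230 genes, fewer than the 1611 of the split that set *Adar1* E861A replicates 1 and 3 and wild-type replicate 1 against the rest, a split that keeps 2 same-numbered pairs together. With 10 splits a share below 0.1 cannot be reached. Of the splits, 4 part all 3 replicate pairs, and among these the real one alone gave calls. The 6 others part 1 pair and so set same-numbered libraries on the same side.

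The higher interferon-stimulated list was set against technical explanations. Thinning to equal depth left a median of 0.80, and GC offsets a median of 0.75. Of 15 microglia markers 8 were higher and 7 lower, and the highest log2 fold change among them was 0.35 (*Fcrls*, chosen after its value was seen), under the list's 0.80. This argues against more microglia as the whole cause, while a changed state of microglia stays open. The highest adjusted p when 1 library was omitted was 0.0471, so the list did not rest on 1 library. Called list genes lay on 14 chromosomes, which argues against 1 segregating interval acting on its own genes, whereas an effect of an interval on distant genes was not tested. Lymphocyte markers had a median of 0.36 in the fit of all counted genes, but most are near the floor, so a small number of lymphocytes cannot be told apart from a response of resident cells. The replicate block took the list above the threshold (adjusted p 0.146), in a fit with 2 residual degrees of freedom, while 45 of 45 genes stayed higher and 35 were called, against 31 without the block. A response to the *Adar1* genotype stays open, as a hypothesis.

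Called genes outside the interferon-stimulated list lay close together more often than random placement gives, with 17 pairs within 5 Mb against a mean of 3.81 (one-sided permutation p = 2e-04, 38 genes). Some of the 38, such as *Ifit3b* and *Gbp9*, belong to families with members on the list. The excess is therefore not shown to be separate from the interferon-stimulated genes. Counting tandem families once left a permutation p of 4e-04, but families were recognised by gene symbol alone. Genes with provisional Gm symbols were each kept as a family. Among them were *Gm17167* and *Gm10600*, whose coordinates overlap on chromosome 4. Duplicated or overlapping loci are therefore not excluded as a part of the excess. The densest 20 Mb window was chosen by its called genes and cut at the last of them, so its count is not a test. This window was on chromosome 9, from 71474316 to 88987673 (NCBIM37), with 8 called genes of 83 tested against 0.231 by proportion. Chosen after their values were seen, these are *Cgnl1*, *Mns1*, *4930429F24Rik*, *Filip1* and *Trim43b*, which fell, and *Col12a1*, *Cyb5r4* and *Cep162*, which rose. That 5 of the 8 fell and 3 rose argues against a regional copy number change. Under GC offsets 7 of the 8 were called, and 8 with the block added. The window is on chromosome 9, whereas *Adar* is on chromosome 3 and *Ifih1* on chromosome 2, so linkage to either does not account for it. Among the 75 uncalled genes of the window, 18.7% had an unadjusted p under 0.05 against 8.48% of all uncalled genes, and 5 of 397 windows of this length had as large a share (0.0151 with the window itself counted; windows overlap). A segregating strain interval may be the source, as a hypothesis. Sequence variants were not analysed here, and other local causes remain open.

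Of the marker lists, only other sensors passed the threshold (median 0.20, adjusted p 0.0223, and 0.188 under the replicate block). Of its 7 tested genes, 2 are shared with the interferon-stimulated list. The other lists gave medians of 0.02 for astrocytes (adjusted p 0.499), -0.47 for blood (0.499), -0.15 for choroid plexus (0.247), -0.28 for endothelium (0.247), 0.12 for lymphocytes (0.425), 0.02 for microglia (0.951), -0.06 for neurons (0.247), -0.02 for oligodendrocytes (0.951), -0.01 for reactive astrocytes (0.951) and 0.10 for the editing genes (0.499). Under camera with a preset correlation, blood, choroid plexus, endothelium and neurons also passed, and none of these passed under fry with all 6 libraries kept. All 10 endothelial markers were lower. Of these, 0 were called over all genes tested and 5 when adjusted over that list alone, a number that ran from 0 to 7 over the omissions. Single libraries also moved several of the list medians and adjusted p. Other sensors passed only when *Adar1* E861A replicate 1 was the library omitted (adjusted p 0.0214), and reached up to 0.0950 in the other omissions. The neuron list passed without *Adar1* E861A replicate 2 (median -0.09, adjusted p 0.000887) and was weakest without replicate 3 (median -0.04, adjusted p 0.544). The astrocyte median ran from -0.0076 without *Adar1* E861A replicate 2 to 0.08 without replicate 1. The blood median was -0.04 without wild-type replicate 2, the endothelial median -0.17 and the choroid plexus median -0.08 without *Adar1* E861A replicate 1, and the editing median -0.04 without wild-type replicate 1. The lymphocyte median, over 2 genes, was 0.18 without *Adar1* E861A replicate 1 and 0.07 without replicate 3. The pituitary, qRT-PCR and serum panel lists had at most 1 tested gene. In the fit of all counted genes their adjusted p were 0.471, 0.0019 and 0.0019. *Cxcl10* was the 1 called gene of the serum panel, whose other transcripts were close to the floor.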
